A study of Microtus ochrogaster with 23 samples. Its data were reported in "Transcription and DNA methylation signatures of paternal behavior in hippocampal dentate gyrus of prairie voles" (2023).

How the data were processed

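RNA was extracted by the authors from punches of the hippocampal dentate gyrus of single prairie voles, depleted of ribosomal RNA and made into directional libraries that were sequenced as read pairs. The authors removed reads from a failed flow cell tile, trimmed adapters and low quality bases, aligned the reads with STAR to the MicOch1.0 genome and counted them per gene with featureCounts. Whether the counting used the strand of the reads, and how it treated reads that fit several genes, was not stated. The deposited table has one row per gene, with the Ensembl identifier, the sequence, start, end and strand of each exon, the exonic length in base pairs and 23 columns of raw read counts.

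The labels of the 23 samples give a behavioral group and a replicate number. The 23 count columns are named by codes of the letter R and a number, and a search for each code in the labels found 0 of them there. Neither the order of the columns nor their values were used in place of a label, because a group assigned from expression would decide the comparison it is then used for. All 23 count columns were therefore left out, and the depth per sample, the spread between replicates and the fold changes were not analysed here. The 4 planned comparisons were to use the authors' model (a generalized linear model over the 4 groups with a likelihood ratio test). All 23 samples were to enter the fit. The paper excluded an outlying "Father" sample and does not state whether its 23 libraries include that sample. Alternatives were other tests, other scalings, other filters on low counts, a block for the replicate number and the omission of each replicate in turn. The labels do not say that equal replicate numbers in different groups are linked, so such a block had no stated basis. Planned set tests of the Wnt and collagen gene families, and lists of marker genes for the tissues around the dentate gyrus, were not run. No count column could be tied to a group, and the sets need gene symbols, which were not matched to the identifiers of the table (below).

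The remaining columns describe the gene models to which reads were assigned, and these were analysed. The exons of each gene model were merged, and the merged length was compared with the length in the table. Gene models were counted by sequence, by exonic length (with 100 bp as the limit for a short model) and by number of merged exonic blocks. Gene models were taken to overlap each other when their merged exons shared at least 1 base on the same strand or on the opposite strand. The spans of the gene models were also compared with the gene spans of RefSeq on MicOch1.0, on the sequences that carry the same name in both annotations, again with at least 1 shared base and without regard to strand. An alternative of at least 50% of the gene model, chosen after seeing the data, was applied to the same-strand count, the opposite-strand count and the count of gene models that overlap any RefSeq gene. It was not applied to the either-strand count or to the count for protein-coding RefSeq genes. The 50% refers to the exonic bases for the strand counts and to the genomic span for the RefSeq count. No gene names were used. The table gives Ensembl identifiers and the RefSeq list used here has an empty Ensembl field for every gene, so that list allowed no match by identifier. The Ensembl annotation of the prairie vole, which the paper used, was not used here. The overlap code was tested on simulated data and gave the base-by-base count in 400 of 400 overlap queries on simulated gene models. Python 3.11.15 and numpy 2.4.6 were used. All values are complete counts over one annotation, so they carry no replicate error and no test was applied.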

Results

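The study examined the dentate gyrus, a part of the hippocampus, in prairie voles (Microtus ochrogaster), a rodent in which both parents care for the young. Each animal was exposed to an unfamiliar pup, and the RNA of its dentate gyrus was sequenced. The labels name 23 samples in 4 groups. Virgin males that cared for the pup formed the "Parental" group (n = 6), and virgin males that were aggressive towards it formed the "Attacker" group (n = 6). Pair-bonded males formed the "Father" group (n = 5) and pair-bonded females the "Mother" group (n = 6). According to the paper, the animals of both pair-bonded groups had a litter, lived with their offspring and were tested after the birth.

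The paper made 4 comparisons among these groups, and the same 4 were planned here. It set the "Mother" group only against the "Father" group. "Attacker" vs "Parental" asks which transcripts differ between virgin males with opposite responses to a pup. "Attacker" vs "Father" sets the aggressive males against males with experience of both pair-bonding and their own litter. The paper states that aggressive males were taken away from the pup at their first attack. Both "Attacker" comparisons therefore also carry a difference in exposure to the pup. "Parental" vs "Father" asks what differs with that experience among males that care for pups, and cannot separate pair-bonding from fatherhood. "Father" vs "Mother" asks what differs between the sexes after pair-bonding and the birth of a litter, so it also carries the postpartum state of the females. None of the 4 comparisons was made here, because the 23 count columns of the table carry codes that appear in none of the sample labels. No count, fold change or p-value is therefore reported for any group, and the values below describe the gene models against which the reads of every sample were counted.

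The table lists 23038 gene models on 361 sequences of the MicOch1.0 genome. Of these gene models, 12580 (54.6%) lie on 19 numbered or lettered chromosomes, the X chromosome and the mitochondrial genome included. A further 3837 (16.7%) lie on 10 linkage groups, which are sequences ordered by a genetic map. The other 6621 (28.7%) lie on 332 scaffolds that are not placed on a chromosome. Chromosome 7 holds the most gene models of any placed sequence (1496), followed by chromosome 8 (1204). The X chromosome, on which males and females differ in copy number, holds 440 gene models, or 1.91% of the total. The mitochondrial genome holds 37.

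The exonic length of a gene model sets how many reads it collects at a given transcript level, and it varied widely. The median exonic length was 1429 bp, with quartiles at 600.0 and 2596 bp and a range from 27 to 28300 bp. A total of 999 gene models (4.34%) were shorter than 100 bp. The gene models together cover 43276010 exonic bases, counted once per gene model. For all 23038 gene models the length in the table equalled the length of the merged exons, so a base shared by several transcripts of one gene was counted once in its length.

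The gene models had a median of 6 exonic blocks and a maximum of 163. A single exonic block was found in 4626 gene models (20.1%). The table lists 305038 exons, which merged into 198054 blocks. Listed exons that overlapped or abutted one another occurred in 5773 gene models (25.1%). The genomic span from the first to the last exon had a median of 10105 bp and reached 5412453 bp.

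A read that falls on bases shared by several gene models may be dropped or counted, depending on the settings of the counting program. Exonic bases were shared with another gene model on the same strand in 434 gene models (1.88%). On the opposite strand the number was 550 (2.39%), and overlaps of this kind matter only if the strand of the reads was ignored. In all, 970 gene models (4.21%) shared exonic bases with another gene model on either strand. When at least 50% of the exonic bases had to be shared, the opposite strand number fell from 550 to 76 gene models. The same strand number fell from 434 to 204.

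The gene models were then set against RefSeq, a separate annotation of the same genome build. The names of 28 sequences occurred in both, and the position of the last gene on these sequences differed by a median of 0.022% and by at most 1.38%. Of the 16380 gene models on these sequences, 15592 (95.2%) overlapped the span of a RefSeq gene and 14372 (87.7%) overlapped that of a protein-coding RefSeq gene. The remaining 788 gene models (4.81%) overlapped no RefSeq gene. The spans include introns, 1 shared base on either strand was enough, and the overlap of randomly placed spans was not computed. These percentages therefore do not show how often a gene model and a RefSeq gene describe the same gene. Gene models on sequences not named in both annotations were not compared. RefSeq lists 26397 genes in all, and the 7299 on unplaced sequences were left out of this comparison.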

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

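No paired analysis was possible because the count columns carry no replicate number and their names match no sample label. The alternatives planned before the data were examined all concern the group comparisons, the Wnt and collagen lists, the correlation of fold changes between both contrasts that involve the "Attacker" males and other males, and the named genes. None of them was run, since the comparisons they belong to were not made.

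The alternative added after seeing the data was a stricter overlap, at least 50% of the gene model in place of 1 base. It was applied to the same-strand count, the opposite-strand count and the count of gene models that overlap any RefSeq gene. The gene models that share exonic bases on the same strand fell from 434 to 204, and those that share them on the opposite strand from 550 to 76. Most gene models with an opposite-strand overlap therefore share under 50% of their exonic bases. The gene models that overlap a RefSeq gene went from 15592 to 15397. Here the 50% refers to the genomic span, not to the exonic bases, so this change is not comparable with those of the strand counts. The depth of the libraries limits none of these values, because they come from the annotation.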
